A study of Drosophila melanogaster with 32 samples.

How the data were processed

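The study measured poly-A RNA by sequencing in somatic or germ line cells sorted by flow cytometry from larval ovaries of Drosophila melanogaster. In each sorted cell type the GAL4 driver (bab:GAL4 in the soma, nos:GAL4 in the germ line) switched on GFP and an RNAi hairpin against hippo (hpo) or yorkie (yki), 2 genes of the Hippo signalling pathway. Per the labels, ovaries were taken early (72 hours after egg laying), mid (96 hours) or late (120 hours), at the start, middle and end of terminal filament formation, and libraries were read as 50 bp single ends. The deposited values are estimated counts (expected counts) per gene that the authors summed over the sequencing runs of a sample, without normalization. Of the values, 86.5% were whole numbers to within 1e-06, and the values were rounded to whole counts before any test. The labels do not name the aligner, the counting tool, the strand counted, the genome build or the annotation.

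The labels list 32 samples, and 30 of them were matched to a column of the count table by cell type, RNAi, stage and replicate number. These 30 libraries form 10 groups of 3: 18 somatic libraries in 6 groups and 12 germ line libraries in 4 groups. Both early germ line samples, 1 per RNAi, had no matched column and were not analysed here. Another 18 columns of the table belong to controls of an earlier series and were not used here, so that every comparison is between the RNAi conditions, the stages or the cell types, and none is against untreated cells. The table held 16257 genes, of which 16206 matched a gene ID of the annotation BDGP6.54, and 51 did not. Gene positions are those of the gene IDs in BDGP6.54; the build used by the authors is not named.

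Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, libraries were scaled by TMM, genes with low counts were removed by filterByExpr with a minimum count of 10, and a quasi-likelihood model with a trended dispersion was fitted to group means. The somatic libraries formed a fit of their own (10672 genes tested), as did the germ line libraries (10717 genes), and all 30 libraries formed the fit for soma against germ line (12089 genes). The biological coefficient of variation was 0.671 in the somatic fit, 0.533 in the germ line fit and 0.666 in the joint fit. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called; adjusted p refers to edgeR's quasi-likelihood test with that adjustment unless another test is named. The standard error (SE) of a log2 fold change was the change divided by the square root of its F value. CPM are counts scaled to 1000000 per library total, without the TMM factor.

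Comparisons were hpo RNAi against yki RNAi within each cell type and stage and averaged over stages, soma against germ line within each RNAi and stage, consecutive stages within each cell type and RNAi, and interactions of RNAi with stage and with cell type. Sets of genes were tested with camera at a preset correlation of 0.01, and again with fry and with an estimated correlation, on voom values of the same libraries. These lists were fixed: 18 Yki targets, 21 ecdysone response genes, 11 germ line markers, 10 somatic markers, 8 fat body markers, 9 muscle markers, 7 hemocyte markers, 2 male dosage compensation RNAs and 87 cytosolic ribosomal protein genes. Pxn is also on the hemocyte list, and Hr4 and ImpE1 on the ecdysone list. Named genes followed a rule. For 2 groups, it took the genes with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and no overlap between the libraries of the groups, and named the 2 with the largest log2 fold change in each direction. For averages the groups had to be free of overlap within every stage. For an interaction, the 2 genes with the smallest p and at least 10 CPM in the highest group were named. The groups, comparisons, lists, naming rule and all alternatives but the gene length correction and the other splits of the libraries were chosen before the data were examined.

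Alternatives were DESeq2 in place of edgeR, RLE size factors in place of TMM, no filter (every gene with a count), a stricter filter (at least 5 CPM in at least 3 libraries), a fit of only the compared libraries, replicate number as a further term, and leaving out each library in turn. Where a library was left out, the remaining libraries of its group are assumed to vary like those of the other groups. Removing each library's trend over exon length, as an offset in the edgeR fit, was chosen after seeing the data. Calls were also counted for other splits of the same libraries, all 10 for 3 against 3 and otherwise 100 or 40, and each tool was tested on simulated data.

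Those simulations changed 200 genes above a minimum mean level by a log2 of 2 at the observed depth. Counts were drawn from the dispersion trend fitted by edgeR, the same in every group, without a length trend. The rates below therefore need not hold for the real data, where the spread differed between groups. edgeR called 71.5% of them in a design like the early soma and 78% in one like the mid germ line, and false genes made up 2.72% and 3.7% of its calls. Over all 5 designs edgeR called between 64% and 81.5%. DESeq2 called between 72.5% and 85.5% in 4 designs, and between 15.2% and 23.1% of its calls were false. Of unchanged lists of genes, at most 5 of 100 reached a camera p under 0.05 in a design.

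A group in which a gene has no count in any library was given a floor of 3 counts per library, and folds against such a group are lower bounds. Where the lower group held 1 to 3 counts, the ratio of the pooled rates is given with its exact 95% interval. These intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules. Reads of paralogs such as the Hsp70 genes, of ribosomal RNA and of genes that overlap on opposite strands are of uncertain origin, because the counting rule is not stated.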

Results

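RNA of sorted ovarian cells was counted in 30 libraries, 3 in each of 10 groups. Somatic cells were collected at 3 stages and germ line cells at the 2 later ones, each under hpo RNAi or yki RNAi. In units of 1000000 counts, the total per library was 34.8 ± 15.2 (SD, n = 30), from 15.2 in germ line hpo RNAi late replicate 1 to 75.1 in germ line hpo RNAi mid replicate 4. Group means of the totals lay between 24.1 ± 8.91 (SD, n = 3) in germ line yki RNAi late and 43.7 ± 3.83 (SD, n = 3) in soma yki RNAi early. Between 8449 and 12279 genes had a count in a library. The 10 most abundant genes took 6.37% to 16.8% of the counts, mitochondrial genes 2.57% to 13.7%, and ribosomal RNA genes 1.34% to 8.19%. Mitochondrial shares differed between the RNAi conditions in the early soma, from 3.27% to 4.15% under hpo RNAi and from 6.05% to 10.6% under yki RNAi.

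The RNAi targets themselves came first, since each hairpin is directed against 1 of them. Counts of hpo (FBgn0261456, 2R, 19493996 to 19496856, minus strand) were lower under hpo RNAi in both cell types at every stage, with no overlap between libraries. In the soma, hpo stood at 14.6 ± 8.12, 17.6 ± 1.66 and 21.4 ± 7.002 CPM under hpo RNAi (early, mid and late, SD, n = 3 each). Under yki RNAi it stood at 88.1 ± 21.02, 93.5 ± 15.2 and 125 ± 6.08 CPM. The log2 fold changes were -2.58, -2.44 and -2.54, each with an SE of 0.35, and the adjusted p values were 3.24e-04, 4.23e-04 and 4.79e-04. In the germ line, hpo stood at 7.89 ± 3.33 and 12.9 ± 4.66 CPM under hpo RNAi (mid and late) and at 58.2 ± 8.18 and 74.2 ± 7.05 CPM under yki RNAi. Log2 fold changes there were -2.91 (SE 0.30, adjusted p 8.00e-04) and -2.51 (SE 0.30, adjusted p 0.00255). The exons of hpo overlap Rep on the other strand.

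Counts of yki (FBgn0034970, 2R, 24065975 to 24068485, minus strand) were lower under yki RNAi in the soma, again without overlap at any stage. They were 22.8 ± 8.88, 21.5 ± 3.11 and 27.6 ± 1.66 CPM under hpo RNAi and 6.45 ± 2.08, 8.74 ± 2.95 and 13.996 ± 1.448 CPM under yki RNAi (early, mid and late, SD, n = 3 each). The log2 fold change of hpo RNAi over yki RNAi was 1.82 early (adjusted p 0.00299), 1.27 mid (adjusted p 0.0325) and 0.99 late (adjusted p 0.245), and 1.36 on average (adjusted p 6.63e-05). The mid call was lost in 5 of 6 fits without 1 library, whose adjusted p lay between 0.0114 and 0.16. In the germ line yki was not called. Mid it stood at 12.3 ± 3.01 against 8.01 ± 0.94 CPM (log2 0.63, adjusted p 0.715, unadjusted p of the same test 0.0554). Late it stood at 9.76 ± 0.58 against 8.73 ± 0.75 CPM (log2 0.17, adjusted p 0.951, unadjusted p 0.576). The germ line libraries of the RNAi conditions did not overlap mid but did late, so a weak knockdown mid is not excluded. Whether the knockdown of yki differed between soma and germ line was tested by the interaction, which gave adjusted p values of 0.656 mid and 0.814 late. Before adjustment these were 0.107 and 0.062, so a difference is not excluded. For hpo the adjusted p values of the same tests were 0.871 and 1.

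**Figure D1:**
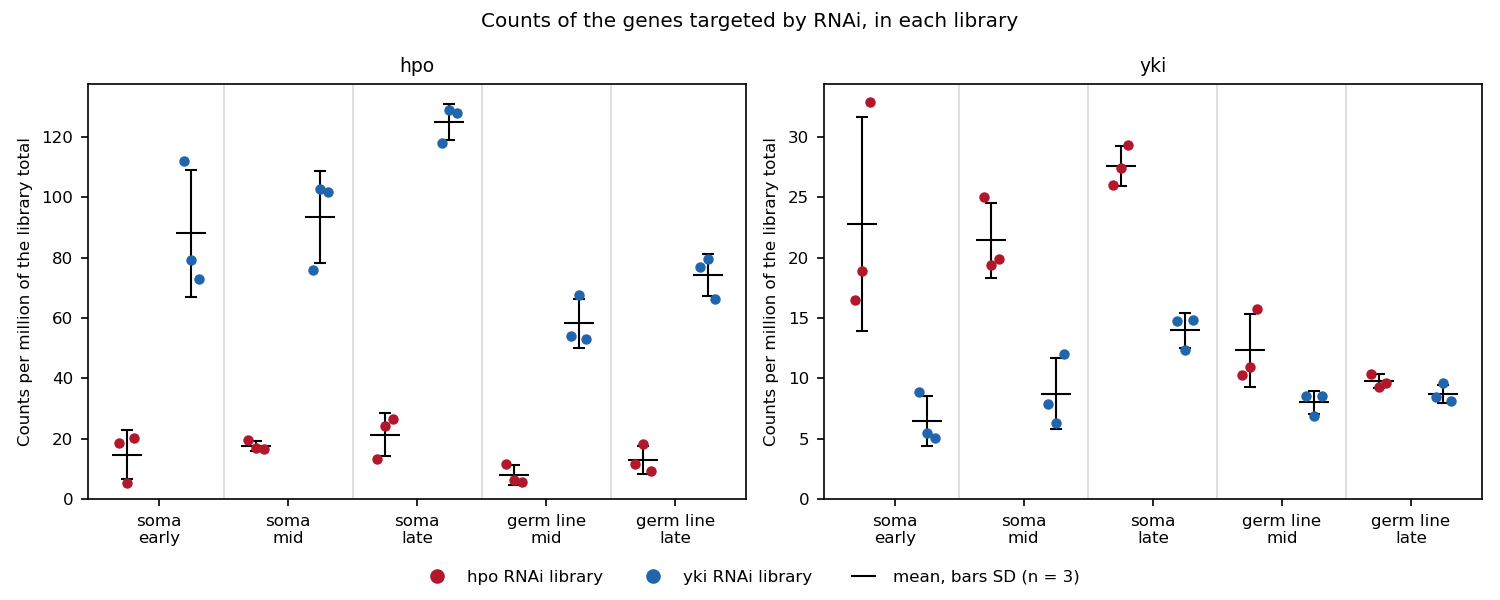
CPM of hpo (left) and yki (right) in each of the 30 libraries, by cell type and stage; red points are hpo RNAi libraries, blue points yki RNAi libraries, and bars give the mean and SD (n = 3). Somatic libraries held 5.29 to 26.6 CPM of hpo under hpo RNAi and 72.8 to 129 CPM under yki RNAi.

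The comparison of hpo RNAi with yki RNAi asks which genes respond when the pathway is released or its effector is reduced. In the soma, 261 genes were called early (111 higher and 150 lower under hpo RNAi), 267 mid (41 higher, 226 lower) and 110 late (45 higher, 65 lower). At an unadjusted p under 0.05 the counts were 2136, 1359 and 615 of 10672 genes. The alternative that moved these counts most was DESeq2, which called 751 early, 520 mid and 194 late, except that a fit of the late libraries alone called 626, the 110 among them. At the mid stage the share of higher genes rose where the length trend was removed, to 79 higher and 206 lower. Changes of at least log2 1 made up 55 higher and 128 lower genes early, 24 and 170 mid, and 32 and 49 late. The libraries of the compared groups did not overlap for 248, 262 and 110 of the called genes. Over all tested genes they did not overlap for 14.9%, 13.6% and 24.8%, where chance gives 10%. The early count was 138 without soma hpo RNAi early replicate 3 and 423 without replicate 4 of that group. The mid count fell to 167 without soma hpo RNAi mid replicate 3, and the late count to 44 without soma hpo RNAi late replicate 2. Early and mid shared 99 called genes (98 in the same direction; 6.53 expected by chance), early and late 48 (46; 2.69 expected), and mid and late 45 (43; 2.75 expected). All 3 stages shared 28 genes, 5 higher and 23 lower, each in the same direction throughout.

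**Figure D2:**
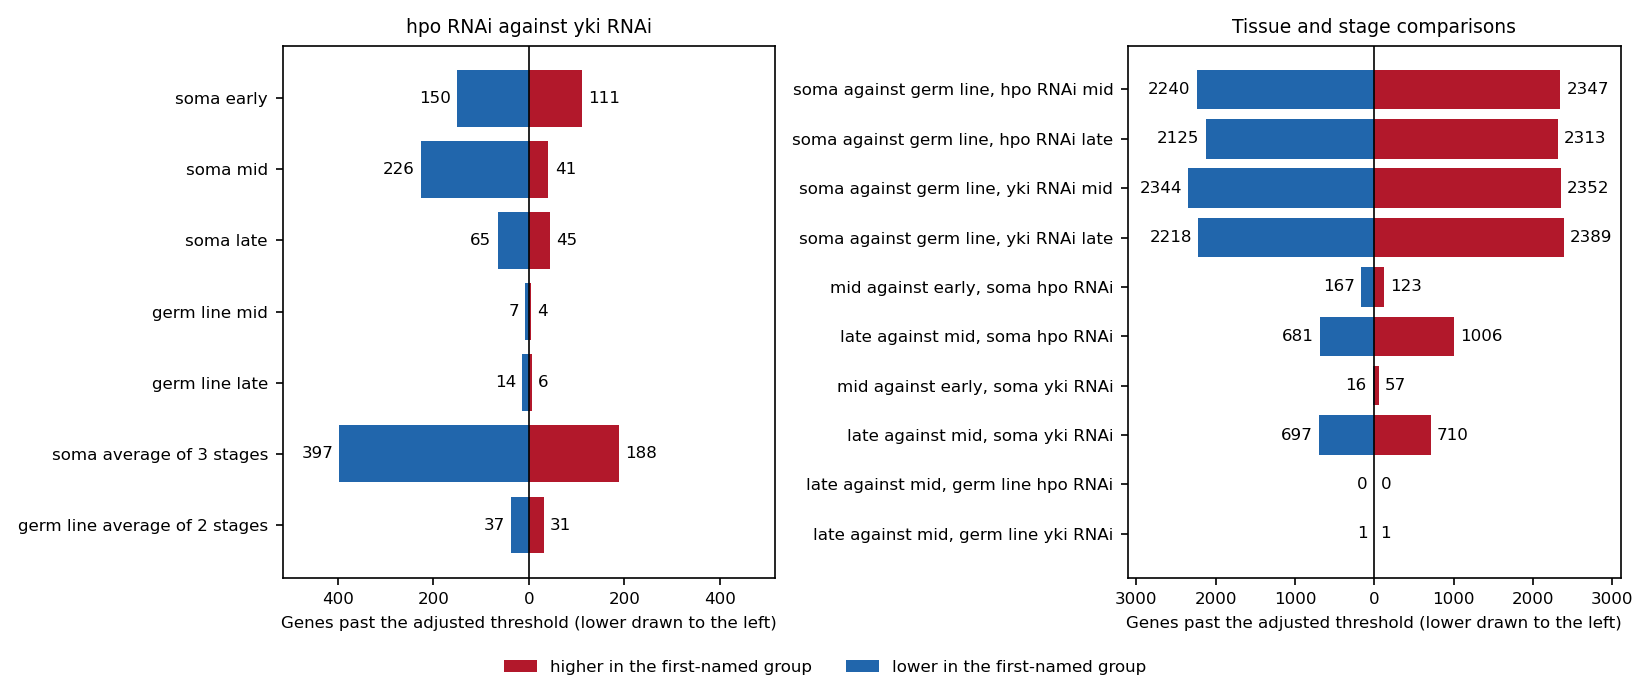
Number of called genes per comparison (horizontal axis, genes), drawn to the right where higher and to the left where lower in the group named first; the left panel holds hpo RNAi against yki RNAi, the right panel the comparisons of cell types and stages. Soma against germ line gave between 4438 and 4696 genes, and hpo RNAi against yki RNAi between 11 and 585.

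For every gene named by the rule, all libraries of the higher group lay above all libraries of the lower group, within each stage for averages; interactions carry no such condition. In the early soma these genes were Cad88C (FBgn0038247), side-VIII (FBgn0086604), CG31176 (FBgn0051176) and 5-HT1B (FBgn0263116). Cad88C, whose exons overlap CG7886 on the other strand, stood at 13.5 ± 5.26 CPM under hpo RNAi and 0.11 ± 0.19 under yki RNAi (log2 fold change 6.85, SE 1.14, adjusted p 0.00217). CG31176 (3R, 21672303 to 21719660) had no count under hpo RNAi and 10.3 ± 5.13 CPM under yki RNAi, at least 105-fold lower (adjusted p 4.52e-07). The log2 fold change of 5-HT1B was -7.28 (adjusted p 0.0107). side-VIII was named early (log2 3.37, adjusted p 0.0437), mid (log2 3.82, adjusted p 0.0217) and on average (log2 3.26, SE 0.50, adjusted p 3.15e-04), but its early call was lost in 5 and its mid call in 3 of 6 fits without 1 library (adjusted p up to 0.139). Mid, Hr4 (FBgn0264562, overlaps PIG-K) was higher by a log2 of 3.03 (SE 0.67, adjusted p 0.0147), which fell to 1.33 (adjusted p 0.278) without soma hpo RNAi mid replicate 2; its call was lost in 3 of 6 fits without 1 library. CG17839 (FBgn0036454, 0.17 ± 0.29 against 14.7 ± 5.22 CPM) and CG31808 (FBgn0062978, overlaps Cyt-c-d) were lower mid, by log2 fold changes of -6.08 (adjusted p 7.21e-04) and -4.69 (adjusted p 0.00108). Without 1 library of the lower group, the fitted log2 reached 11.86 for Cad88C, -12.06 for 5-HT1B and -12.04 for CG17839. The size of these folds therefore rests on 1 library each.

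Late in the soma, dachs (FBgn0262029) stood at 240.4 ± 23.5 CPM under hpo RNAi and 24.3 ± 1.68 under yki RNAi (log2 3.31, SE 0.72, adjusted p 0.0263), yet it was called in none of the 6 fits without 1 library (adjusted p 0.0801 to 0.156) and not by DESeq2 (log2 3.32, adjusted p 0.124). Early, dachs went the other way, with 0.13 ± 0.15 CPM under hpo RNAi and 4.04 ± 2.69 under yki RNAi (log2 -4.99, adjusted p 0.0105), and mid it was not called (log2 -1.16, adjusted p 0.603). It is among the 64 genes called for the interaction with stage in the soma. Trim9 (FBgn0051721) stood at 48.3 ± 2.50 against 7.37 ± 1.02 CPM (log2 2.72, SE 0.37, adjusted p 3.88e-04). HGTX (FBgn0040318) was called as lower under hpo RNAi at every somatic stage and in the averages of both cell types. Late in the soma it had 2 counts under hpo RNAi and 915 under yki RNAi, a ratio of 585 (95% interval 161.5 to 4838, adjusted p 0.0203). Its late call was lost in 5 of 6 fits without 1 library (adjusted p up to 0.129). Yp3 (FBgn0004047) was lower by a log2 of -4.43 (SE 0.92, adjusted p 0.0203) and lost its call in 4 of 6 such fits (adjusted p up to 0.118). Averaged over the stages, 585 genes were called in the soma (188 higher, 397 lower; 1965 at an unadjusted p under 0.05), of which 162 had no overlap within any stage. CG18853 (FBgn0042173, overlaps Prosalpha1R) was higher by a log2 of 5.20 (SE 1.01, adjusted p 0.00289), and by 8.13 without soma yki RNAi mid replicate 3. Yp2 (FBgn0005391) and Acsf2 (FBgn0031703) were lower, with log2 fold changes of -6.18 (SE 0.61, adjusted p 6.32e-06) and -5.28 (SE 0.90, adjusted p 0.00114). Under hpo RNAi Yp2 had no count early and Acsf2 no count late. Both averages therefore include a fitted change against a group without counts, and their size is not exact.

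Yki is a transcriptional activator that hpo restrains, so a list of 18 of its published targets was compared. In the soma 17 of them were tested, and 5 passed early, 6 mid, 4 late and 7 on average over all genes tested; adjusted over the list alone, the counts were 5, 7, 4 and 10. The members went both ways, 3 higher and 2 lower early, 3 and 3 mid, 3 and 1 late. As a set the list was not called in any comparison by camera (adjusted p 0.324 early, 0.909 mid, 0.324 late and 0.685 on average in the soma; 0.909, 0.694 and 0.704 in the germ line), nor by fry (lowest adjusted p 0.0623) or with an estimated correlation (lowest 0.832). Its median log2 fold change was 0.23 early, -0.14 mid and 0.09 late, and its mean 0.17, -0.51 and -0.03. The mid value of its member upd3, -8.22 on 2 counts under hpo RNAi, pulls down the mid mean and that of the somatic average. In the late soma, the mid germ line (median -0.09, mean 0.11) and the somatic average (median 0.06, mean -0.12) the mean differed in sign from the median and from the test, whose direction followed the median. In the germ line 14 members were tested and edgeR called 0 mid, 0 late and 0 on average, over all genes and adjusted over the list alone, beside 739, 822 and 1262 genes of any kind at an unadjusted p under 0.05. With the length trend removed the germ line medians changed sign, from -0.09 to 0.14 mid and from -0.09 to 0.02 late.

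The members ex (FBgn0004583, 2L, 431227 to 448701; overlaps crq) and kibra (FBgn0262127, 3R, 14697689 to 14724261) were higher under hpo RNAi at all 3 somatic stages without overlap. Means of ex were 418 ± 75.9, 322 ± 63.0 and 506 ± 81.3 CPM under hpo RNAi and 120 ± 16.3, 96.4 ± 28.0 and 215 ± 30.6 under yki RNAi (early, mid and late, SD, n = 3 each). Its log2 fold changes were 1.79, 1.73 and 1.24 (adjusted p 1.14e-04, 1.05e-04 and 0.00402), and those of kibra 1.76, 1.03 and 0.90 (adjusted p 8.90e-05, 0.00593 and 0.0321). The member vn (FBgn0003984) was lower at all 3 stages, by log2 fold changes of -1.32, -1.13 and -1.19 (adjusted p 0.00394, 0.00959 and 0.0143). Of the others, crb (FBgn0259685) was higher early (log2 1.47, adjusted p 0.00121) and mid (log2 0.94, adjusted p 0.0279), Ser (FBgn0004197) lower early (log2 -1.98, adjusted p 0.00908) and mid (log2 -2.14, adjusted p 0.00411), and dally (FBgn0263930) higher late (log2 1.42, adjusted p 5.48e-04). None of these calls had overlapping libraries. The member upd3 (FBgn0053542) had 2 counts mid under hpo RNAi against 692 under yki RNAi, a ratio of 282.8 (95% interval 78 to 2339; adjusted p 0.00242).

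**Figure D3:**
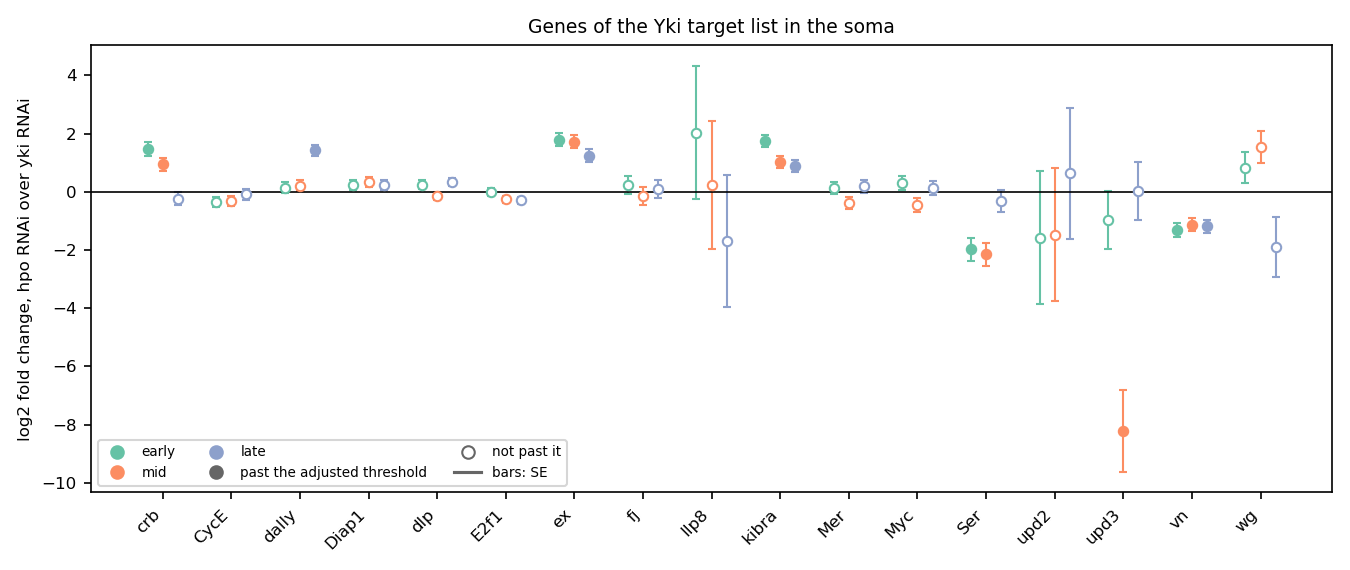
Log2 fold change of hpo RNAi over yki RNAi (vertical axis, no unit) of the 17 tested Yki targets at each somatic stage; bars give the SE, and filled points are called genes. Of the targets, ex and kibra lie above 0 and vn below 0 at all 3 stages; the mid value of upd3 rests on 2 counts under hpo RNAi.

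In the germ line 11 genes were called mid (4 higher and 7 lower under hpo RNAi; 739 at an unadjusted p under 0.05) and 20 late (6 higher, 14 lower; 822). DESeq2, the alternative that moved the mid count most, called 76 and 100. Its late split was 57 higher and 43 lower; other scalings gave 2 higher and 7 lower mid (RLE) and 3 higher and 13 lower late (RLE), and removing the length trend gave 17 higher and 25 lower late. All 11 and all 20 called genes had libraries without overlap, as had 10.2% and 17.4% of all tested genes (10% by chance). The mid count was 4 without germ line yki RNAi mid replicate 2, and the late count 4 without germ line yki RNAi late replicate 3. Both stages shared 8 genes, all in the same direction (0.0205 expected by chance). The average over the stages gave 68 genes (31 higher, 37 lower; 1262 unadjusted), 59 of them without overlap within either stage; without germ line yki RNAi mid replicate 4 it gave 391, and without replicate 2 of that group 39.

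The lowest germ line gene under hpo RNAi was ms(3)76Ba (FBgn0036868, 3L, 19387580 to 19390033), with no count in any hpo RNAi library. Under yki RNAi ms(3)76Ba had 20.01 ± 5.62 CPM mid and 21.2 ± 5.94 late (SD, n = 3 each), so that it was at least 200-fold and at least 167-fold lower under hpo RNAi (adjusted p 2.18e-04 and 2.84e-04). Lime (FBgn0033458, 2R, 9871470 to 9873646; overlaps a roo element on the same strand) was higher at both stages, at 47.3 ± 8.97 against 10.6 ± 2.04 CPM mid (log2 2.16, SE 0.29, adjusted p 0.00591) and 41.2 ± 6.68 against 9.92 ± 3.90 CPM late (log2 2.07, SE 0.29, adjusted p 0.00895). It lost its call in 1 of 6 fits without 1 library mid and in 2 of 6 late (adjusted p up to 0.0962). CG10859 (FBgn0032520) was higher late (log2 2.00, SE 0.36, adjusted p 0.0424), though in none of the 6 fits without 1 library (adjusted p 0.0816 to 0.253), and on average (log2 2.07, SE 0.26, adjusted p 0.0014). The ribosomal RNA gene 28SrRNA:CR45844 (FBgn0267504) was higher mid (log2 3.04, SE 0.50, adjusted p 0.039), at 6862 ± 4025 against 835 ± 398 CPM, and lost its call in 4 of 6 fits without 1 library (adjusted p up to 0.24). Hsp70Bc (FBgn0013279), 1 of several near-identical paralogs, was lower late (log2 -7.49, SE 1.27, adjusted p 0.0424) and lost its call in 5 of 6 such fits (adjusted p up to 0.212). Its fitted log2 was -11.97 without germ line hpo RNAi late replicate 1, so that 1 library sets its size. On average Drep1 (FBgn0024732) was lower by a log2 of -3.87 (SE 0.66, adjusted p 0.0128), at 0.90 ± 0.85 and 0.78 ± 0.54 CPM under hpo RNAi against 14.1 ± 3.66 and 11.3 ± 1.52 under yki RNAi (mid and late); its adjusted p rose to 0.0556 in 1 of 12 fits without 1 library.

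Soma against germ line shows how the sorted cell types differ. Called genes numbered 4587 in hpo RNAi mid (2347 higher in the soma, 2240 lower), 4438 in hpo RNAi late (2313, 2125), 4696 in yki RNAi mid (2352, 2344) and 4607 in yki RNAi late (2389, 2218), of 12089 tested. No alternative changed these 4 counts by more than 1.5 times, and leaving out 1 library gave 3784 to 4596 genes. The share of genes without overlap was 47.9%, 59.2%, 47.9% and 59.7% (10% by chance). The mid comparisons shared 3605 called genes (3597 in the same direction; 1782 expected by chance) and the late ones 3665 (3661; 1691 expected). The median log2 fold change over all genes was between -0.09 and -0.13 with TMM and between -0.12 and -0.17 with RLE size factors. All 11 germ line markers were called higher in the germ line in all 4 comparisons, with list medians of -7.03, -8.67, -7.34 and -8.96 in the order above. Of the 10 somatic markers, 8, 10, 9 and 9 were called higher in the soma (list medians 4.30, 7.18, 6.36 and 6.69; 6.22 in yki RNAi mid with a gene at 0 set to its bound).

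Genes named by the rule had no count in the lower group, so each fold is a bound. In the hpo RNAi groups, CG10359 (FBgn0035452) and CG15611 (FBgn0034194) were at least 650-fold and 493-fold higher in the soma mid, and sim (FBgn0004666) and CG6739 (FBgn0031926) at least 1550-fold and 713-fold higher late. Higher in the germ line were retn (FBgn0004795) and Hasp (FBgn0032797), at least 681-fold and 519-fold mid, and CG1894 (FBgn0039585) and zen (FBgn0004053), at least 361-fold and 328-fold late. In the yki RNAi groups, Gbp1 (FBgn0034199) and the gene FBgn0029082, which is not in the annotation used, were at least 205-fold and 193-fold higher in the soma mid. CG44476 (FBgn0265669) and yellow-c (FBgn0041713, overlaps CIAPIN1) were at least 521-fold and 422-fold higher in the soma late. retn and gammaTub37C (FBgn0010097) were at least 947-fold and 791-fold higher in the germ line mid, and yl (FBgn0004649) and Dhc98D (FBgn0013813) at least 3732-fold and 1194-fold higher late. For yl, the germ line held 444 ± 35.5 CPM (SD, n = 3). The adjusted p values of all these genes lay between 9.43e-13 and 2.59e-04.

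Cytosolic ribosomal protein genes, 87 in number, were higher in the soma by a median log2 of 0.91, 0.77, 1.22 and 1.08 in the order above, with 44, 33, 67 and 60 of them called (39, 28, 62 and 55 higher; 5 lower each time). The medians stayed above 0 with RLE size factors (0.77 to 1.21), with DESeq2 (0.77 to 1.21) and with the length trend removed (0.88 to 1.39). Between hpo RNAi and yki RNAi these genes had medians of -0.26, -0.08 and 0.08 in the soma and 0.27 and 0.50 in the germ line; removing the length trend changed them to -0.06, -0.08 and 0.06 in the soma and 0.14 and 0.11 in the germ line. Of them edgeR called 1 in the early soma and 4 in the somatic average, all lower, and 0 in the other comparisons of hpo RNAi with yki RNAi. Both male dosage compensation RNAs stayed at or below 1.36 CPM in every group mean; 1 was tested, and it was called only as lower in the soma in hpo RNAi mid. Muscle markers had group medians of 0.18 to 4.65 CPM, highest in germ line hpo RNAi mid, and 0 were called by edgeR between hpo RNAi and yki RNAi. Fat body markers had group medians of 0.158 to 2.58 CPM, and 1 of them, Ilp6 (FBgn0044047), was called between the RNAi conditions, as lower under hpo RNAi in the soma mid, late and on average (log2 -1.12, adjusted p 1.29e-04). In the soma, edgeR called 2 somatic markers mid and 4 of 10 on average, all lower under hpo RNAi. Of the hemocyte markers it called 1 early, 2 mid and 2 on average in the soma, all lower as well.

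Comparing consecutive stages follows the formation of terminal filaments. In the soma, mid against early gave 290 genes under hpo RNAi (123 higher mid, 167 lower) and 73 under yki RNAi (57 higher, 16 lower), 38 of them shared, all in the same direction (1.98 expected by chance). Late against mid gave 1687 under hpo RNAi (1006 higher late, 681 lower) and 1407 under yki RNAi (710 higher, 697 lower), with 956 shared (950 in the same direction; 222 expected). With DESeq2, mid against early gave 708 and 315 genes. Removing the length trend changed the direction of the majority, to 572 higher and 1011 lower for hpo RNAi late against mid and to 514 higher and 920 lower for yki RNAi, and gave 62 higher and 46 lower for yki RNAi mid against early. Genes without overlap made up 15.2% and 10.5% of those tested for mid against early (hpo RNAi, yki RNAi) and 40.8% and 35.7% for late against mid, where chance gives 10%. Without soma hpo RNAi mid replicate 2 the count of 290 became 110, and without replicate 1 of that group 426. The count of 73 became 33 without soma yki RNAi mid replicate 3, and the count of 1407 became 911 without soma yki RNAi late replicate 3.

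Between early and mid, pre-lola-G (FBgn0264817, within lola on the same strand) was at least 163-fold higher mid under hpo RNAi (adjusted p 0.0197) and Pxn (FBgn0011828) higher by a log2 of 3.96 (SE 0.59, adjusted p 9.52e-04). CG14856 (FBgn0038261) and Hsp70Ab (FBgn0013276, paralogs share reads) were lower, by log2 fold changes of -4.13 (adjusted p 0.0118) and -3.56 (adjusted p 0.0192), and Hsp70Ab and pre-lola-G each lost their call in 3 of 6 fits without 1 library (adjusted p up to 0.152 and 0.0729). Under yki RNAi, sim was at least 145-fold higher mid (adjusted p 0.0046) and CG10019 (FBgn0031568) lower (log2 -2.96, SE 0.42, adjusted p 0.00112). ImpE1 (FBgn0001253) was higher mid (log2 5.67, adjusted p 0.0241) and wg (FBgn0284084) lower (log2 -2.60, adjusted p 0.0318), calls that were lost in 3 and 5 of 6 fits without 1 library (adjusted p up to 0.121 and 0.123). Between mid and late, Sox100B (FBgn0024288) was at least 345-fold higher late under hpo RNAi and at least 693-fold under yki RNAi, where CG6739 was at least 1137-fold higher. retn was at least 178-fold higher late under hpo RNAi. wg and 5-HT2A (FBgn0087012) were lower late under hpo RNAi (log2 -8.18 and -8.03, adjusted p 1.86e-06 and 5.41e-06), and Idgf4 (FBgn0026415) and CG9451 (FBgn0036876) under yki RNAi (log2 -9.17 and -6.82, adjusted p 1.03e-06 and 2.32e-04).

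The late stage falls at the onset of metamorphosis, when the hormone ecdysone acts, and 21 ecdysone response genes were compared. From mid to late in the soma, their median log2 fold change was 1.10 under hpo RNAi (mean 1.75; camera adjusted p 1.91e-05) and 1.28 under yki RNAi (mean 1.75; camera adjusted p 7.14e-06). Both calls held under fry (adjusted p 1.86e-06 each) and with an estimated correlation (0.0272 and 0.0184). Both medians stayed above 0 with RLE size factors (1.08 and 1.24) and with the length trend removed (0.62 and 0.92). Of 19 tested members 12 and 11 passed over all genes, and 14 and 12 adjusted over the list alone. Those that passed over all genes were 11 higher and 1 lower late under hpo RNAi, and 8 higher and 3 lower under yki RNAi. The list was not called from early to mid (medians -0.08 under hpo RNAi and 0.12 under yki RNAi; camera adjusted p 0.31 and 0.528; 2 and 1 members, 3 and 1 adjusted over the list alone) or in the germ line from mid to late (medians -0.16 and 0.13; camera adjusted p 0.509 and 0.31; edgeR called 0 and 0 members, 0 and 1 adjusted over the list alone). For all 6 of these comparisons the median, the mean and the test had the same sign. Of the 7 hemocyte markers 5 were tested, and 4 were called higher from mid to late in the soma under each RNAi (list medians 3.29 and 3.23). From early to mid, 3 were already called higher under each RNAi (list medians 2.40 and 2.82).

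In the germ line, late against mid gave 0 genes under hpo RNAi by edgeR's quasi-likelihood test (658 at an unadjusted p under 0.05; 65 by DESeq2) and 2 under yki RNAi (603 unadjusted; 31 by DESeq2, 10 higher and 21 lower). Of those 2, bam (FBgn0000158, overlaps CG11854 on the other strand) rose from 15.2 ± 1.54 to 202 ± 38.4 CPM (SD, n = 3 each; log2 3.68, SE 0.44, adjusted p 0.00884), and lost its call in 1 of 6 fits without 1 library (adjusted p up to 0.152). Under hpo RNAi bam rose from 34.4 ± 23.9 to 144 ± 20.2 CPM, which was not called (log2 2.06, adjusted p 0.2). The other, dpr17 (FBgn0051361), was chosen after its values were seen: it had 725 counts mid and 1 late, a ratio of 472 (95% interval 84.4 to 18660; adjusted p 0.0428).

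Interactions test whether a difference between the RNAi conditions itself changed. With stage in the soma, 64 genes were called (1094 at an unadjusted p under 0.05; 224 by DESeq2, which moved the count most), and in the germ line 0 (358 unadjusted; 13 by DESeq2). The somatic count lay between 36 without soma hpo RNAi late replicate 2 and 122 without soma hpo RNAi early replicate 4. With cell type, 20 genes were called mid (10 with a higher and 10 with a lower difference in the soma; 1147 unadjusted; 198 by DESeq2) and 22 late (12 and 10; 774 unadjusted; 93 by DESeq2). The mid count was 45 without germ line hpo RNAi mid replicate 4 and 5 without soma yki RNAi mid replicate 2, and the late count 1 without soma yki RNAi late replicate 1. DESeq2 gave 72 genes with a higher and 126 with a lower difference mid, and removing the length trend 16 and 27. Of the Yki targets 3 passed in the soma (4 adjusted over the list alone), 0 in the germ line (0 adjusted over the list alone) and 0 with cell type at either stage (4 mid and 0 late adjusted over the list alone).

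The genes named by the rule for stage were CG31176 and nyo (FBgn0039852, 3R, 31543032 to 31566165), both with an adjusted p of 7.57e-05. CG31176 had no count against 10.3 ± 5.13 CPM early, 5.40 ± 0.35 against 28.9 ± 5.68 mid and 5.25 ± 1.69 against 10.3 ± 2.34 late (hpo RNAi against yki RNAi). nyo had log2 fold changes of -2.12, 0.17 and 1.67, at 11.8 ± 3.55, 36.3 ± 9.32 and 235 ± 67.7 CPM under hpo RNAi and 50.8 ± 8.15, 31.3 ± 3.72 and 74.2 ± 20.7 under yki RNAi. For cell type mid they were Pvf1 (FBgn0030964, log2 -3.35 in the soma and 0.43 in the germ line; adjusted p 0.00412) and CG32485 (FBgn0052485, log2 2.20 and 0.04; adjusted p 0.00412). Late they were Aldh (FBgn0012036, log2 -2.59 and -0.05; adjusted p 2.85e-05) and Tep4 (FBgn0041180, log2 -1.62 and -0.12; adjusted p 0.0133). Late means of Aldh were 13.01 ± 3.27 against 78.5 ± 18.3 CPM in the soma and 299.8 ± 30.6 against 312.6 ± 35.4 CPM in the germ line. Tep4 lost its call in 3 of 12 fits without 1 library (adjusted p up to 0.0593).

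**Figure D4:**
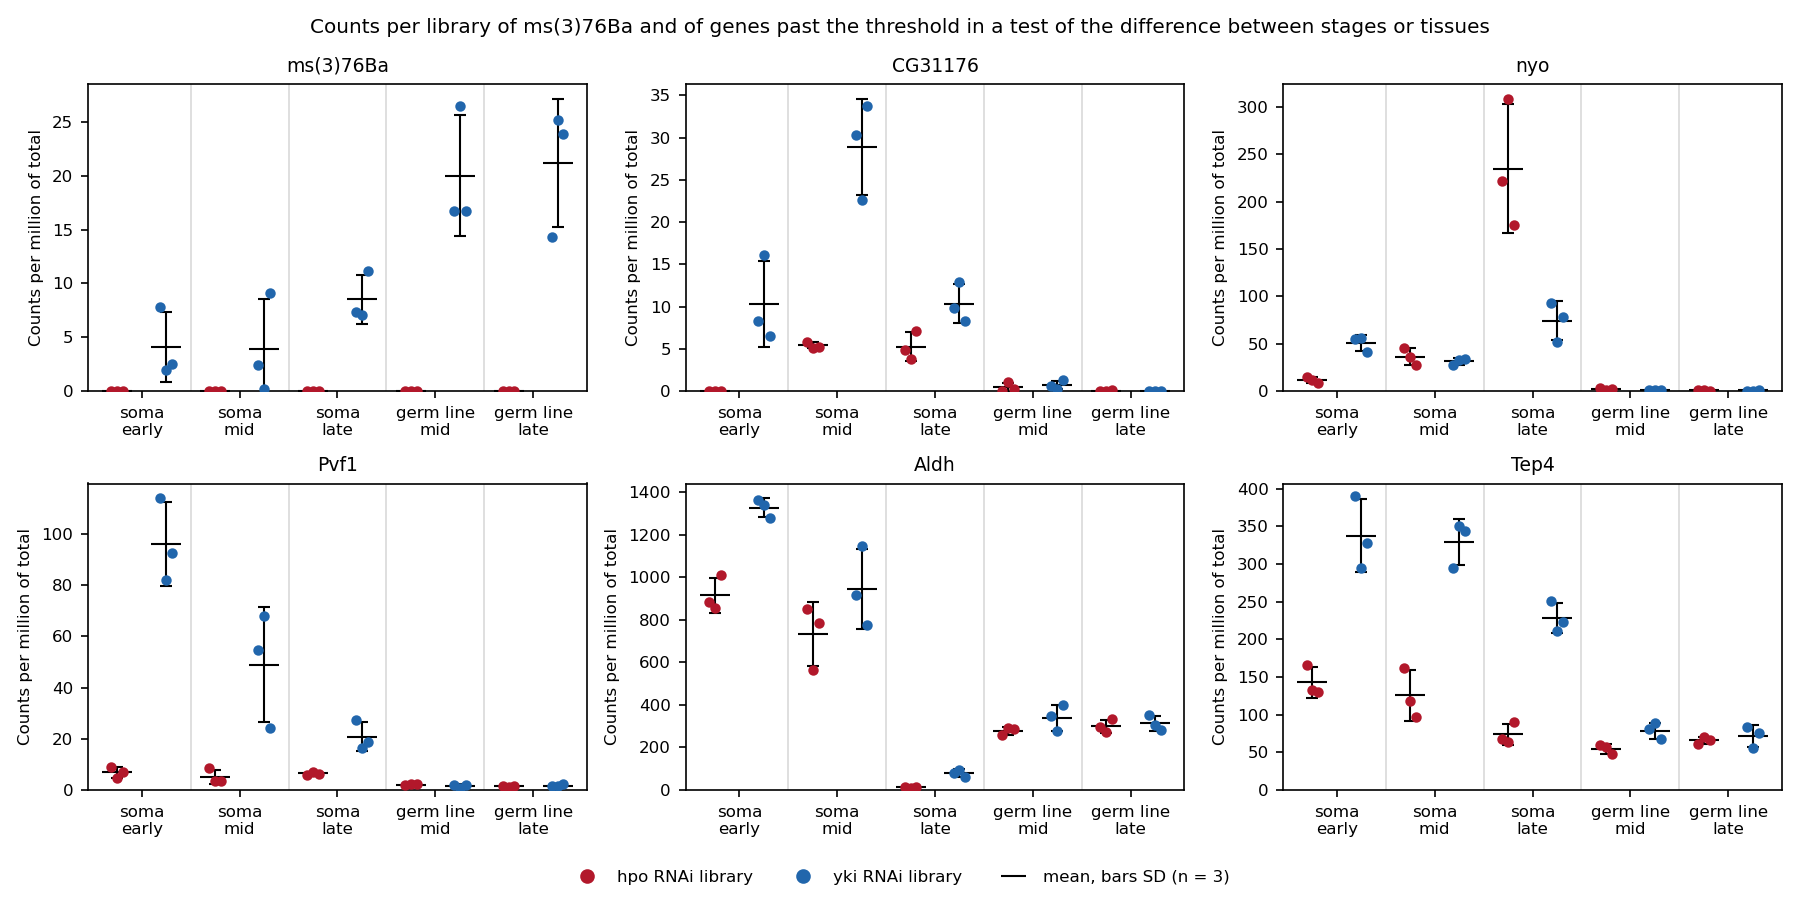
CPM in each library of ms(3)76Ba, CG31176, nyo, Pvf1, Aldh and Tep4, by cell type and stage; red points are hpo RNAi libraries, blue points yki RNAi libraries, and bars give the mean and SD (n = 3). No hpo RNAi library has a count of ms(3)76Ba, and nyo is lower under hpo RNAi early and higher late.

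Libraries of one group also differed along gene length. Across 5275 somatic or 5547 germ line genes above a log2 CPM of 4, the rank correlation of exon length with a library's deviation from its group mean ranged from -0.83 in germ line yki RNAi mid replicate 4 to 0.76 in replicate 3 of that group. It was over 0.3 in size in 18 of the 30 libraries. These correlations are across genes within a library, and genes are not independent replicates.

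**Figure D5:**
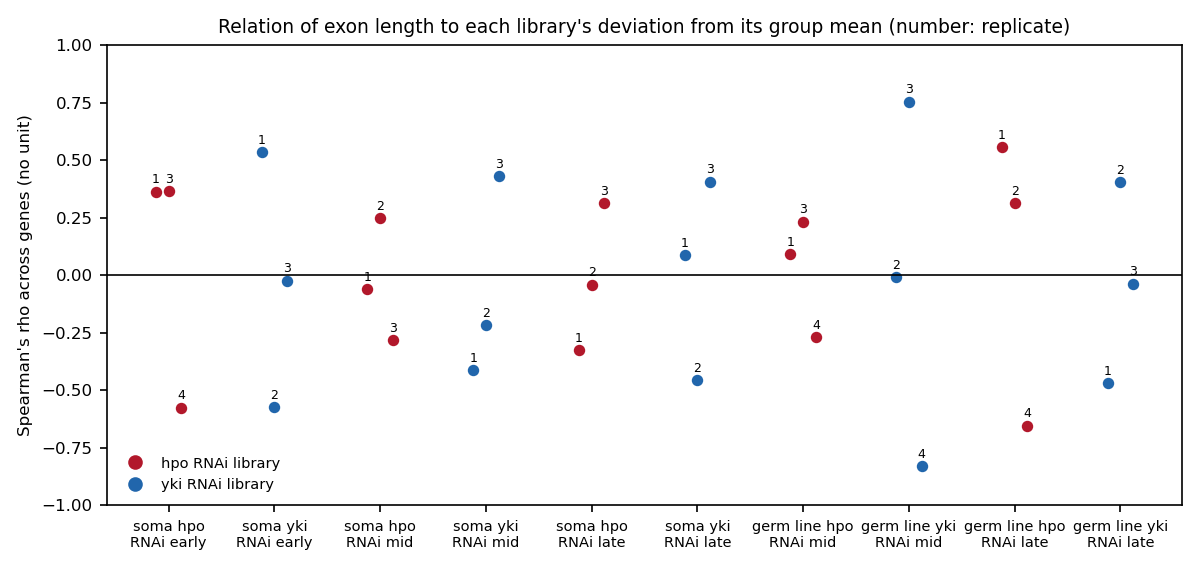
Spearman's rho across genes (vertical axis, no unit) between exon length and each library's deviation from its group mean, by group; the number at a point is the replicate, red points are hpo RNAi and blue points yki RNAi. Values range from -0.83 to 0.76, both in germ line yki RNAi mid.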

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

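The other splits of the libraries, the removal of the length trend and the fit without germ line hpo RNAi mid replicate 1 were chosen only after the results were seen; thinning the libraries and leaving out mitochondrial genes were planned.

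In the soma, the difference between hpo RNAi and yki RNAi changed with stage for 64 genes by the test of that change. For 47 of them the fitted differences of the 3 stages did not all have the same sign. Some of these values lay near 0, such as a log2 of 0.003 for hth early, so that differing signs need not mean a reversal. Libraries were reassigned between the RNAi conditions within each stage, and 2 of 100 such splits, the real one included, gave as many genes. The other one gave 87, and it parts the early libraries into hpo RNAi replicates 1 and 3 with yki RNAi replicate 1 against the remaining 3, a grouping that partly follows gene length. Such splits mix the RNAi conditions and so undo any RNAi difference, not only its change with stage. They therefore cannot decide whether that change is chance. With every library thinned to 15196721 counts, 60 of the 64 genes were still called. With the length trend removed 58 were still called, and without mitochondrial genes 63. These values argue against depth, gene length and a varying mitochondrial share as the whole cause. A strength of knockdown that differs by stage stays open, since the interaction of yki with stage had an adjusted p of 0.688 and the loss of Yki protein was not measured. GC content and reads shared between paralogs stay open, because no genome sequence was used, as do sequencing batches, which the labels do not name. A spread between replicates that differs by stage, which the fit pools, stays open too. The biological coefficient of variation was 0.895 and 0.949 in the early somatic groups (hpo RNAi, yki RNAi) and 0.239 and 0.214 in the late ones. A response to the pathway that differs between the stages may contribute as a hypothesis, which was not tested.

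At the mid stage, the difference between the RNAi conditions differed between soma and germ line for 20 genes, and for 13 of them the fitted differences of the cell types had opposite signs. Here as well some values lay near 0, such as a log2 of 0.07 for CG31808 in the germ line. Of 40 splits 2 gave as many genes, the real one included, a share of 0.05, so that chance is not excluded. The other one gave 72 genes and keeps the somatic libraries in place while it puts germ line yki RNAi mid replicate 4 with hpo RNAi replicates 1 and 4. With every library thinned to the smallest total 17 of the 20 genes were still called, with the length trend removed all 20, and without mitochondrial genes all 20. These values argue against depth, gene length and mitochondrial share as the whole cause. In germ line hpo RNAi mid replicate 1, genes far higher in the soma stood at a higher level (median 4.70% of the somatic level) than in the other germ line libraries. Without it 7 genes were called, 6 of them among the 20, but leaving out other libraries also lowered the count, down to 5 without soma yki RNAi mid replicate 2. The count rose to 45 without germ line hpo RNAi mid replicate 4, so that a smaller group does not always lower it. Loss of power and possible somatic RNA in germ line hpo RNAi mid replicate 1 therefore cannot be told apart. A response that differs between the cell types may also contribute, which was not tested, and the RNAi drivers differ between the cell types, the germ line stock carrying UAS-Dcr-2 as well.

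At the late stage, 22 genes differed in this way between soma and germ line, 17 of them with opposite fitted signs. Several germ line values lay near 0, such as a log2 of -0.07 for NaPi-III, so that opposite signs need not mean a reversal. Of 40 splits 1 gave as many genes, the real one, and the highest of the others gave 10. As these splits also undo any RNAi difference common to the cell types, they cannot decide whether its change between them is chance. Thinning to the smallest total left 21 of the 22 genes called, removing the length trend 18, and leaving out mitochondrial genes 20, which argues against each of these as the whole cause. Without soma yki RNAi late replicate 1, however, 1 gene was called. Drivers, GC content, paralogs and batches stay open as above. A pathway response that differs between soma and germ line may contribute as a hypothesis and was not tested.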

How the results depend on the processing

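Removing the length trend was chosen only after the data were seen, as were the other splits of the libraries; all other alternatives were planned. Counts of called genes are described as moved where they differ from the reported count by more than 1.5 times.

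With RLE size factors in place of TMM, all 21 counts of called genes stayed within 1.5 times. DESeq2 moved 15 of the 21, all upward. For hpo RNAi against yki RNAi it called 751 genes in the early, 520 in the mid and 194 in the late soma and 925 on average, and in the germ line 76 mid, 100 late and 175 on average. For mid against early in the soma it called 708 under hpo RNAi and 315 under yki RNAi, and for late against mid in the germ line 65 and 31. Its interactions numbered 224 with stage in the soma, 13 with stage in the germ line, 198 with cell type mid and 93 with cell type late. On simulated data DESeq2 made between 15.2% and 23.1% false calls and edgeR between 2.1% and 6.32%, so that part of the surplus of DESeq2 may be false calls. The simulated counts were drawn from the dispersion trend fitted by edgeR, which may favour edgeR.

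Without a filter on low counts 8 counts moved, all upward. For hpo RNAi against yki RNAi in the germ line they were 26 mid, 56 late and 110 on average. The count was 118 for mid against early in yki RNAi soma, and for late against mid in the germ line 20 under hpo RNAi and 9 under yki RNAi. Interactions rose to 135 with stage in the soma and 34 with cell type mid. The stricter filter moved only late against mid in germ line yki RNAi, from 2 genes to 1. Removing the length trend moved 3 counts, to 42 for hpo RNAi against yki RNAi in the late germ line, 3 for late against mid in germ line hpo RNAi, and 43 for the interaction with cell type mid. The cause was not tested for the filters or the length trend.

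In fits of only the compared libraries, 9 of 17 counts moved. Hpo RNAi against yki RNAi gave 131 genes in the early and 626 in the late soma, and 6 mid and 44 late in the germ line. Mid against early gave 100 in hpo RNAi and 42 in yki RNAi soma, and late against mid 1 in germ line yki RNAi. The interactions with cell type gave 1 mid and 138 late. These fits estimate the spread from fewer libraries. The biological coefficient of variation was 0.895 and 0.949 in the early somatic groups (hpo RNAi, yki RNAi) and 0.239 and 0.214 in the late ones, so that pooling over stages raises the assumed spread of the late soma and lowers that of the early soma.

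Replicate numbers recur between groups, so replicate number was also fitted as a term (replicate block). Whether equal numbers pair the samples was checked from the correlation of the libraries' deviations from their group means. Of 15 comparisons 6 shared 3 numbers, and in 0 of them did every correlation exceed 0.1; over 36 pairs of libraries 2 did, and the range was -0.08 to 0.13. The numbers therefore do not pair the samples, and the block costs degrees of freedom. It gave 124 genes in the early soma, 6 in the mid germ line, 6 in the late germ line and 20 on average in the germ line for hpo RNAi against yki RNAi. It gave 156 for mid against early in hpo RNAi soma, and 5 and 8 for late against mid in the germ line (hpo RNAi, yki RNAi). Interactions were 29 with stage in the soma, 3 with stage in the germ line, 2 with cell type mid and 2 late; the other 10 counts stayed within 1.5 times.

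In the fits without 1 library, 112 counts stayed within 1.5 times and 62 moved. For hpo RNAi against yki RNAi in the soma, the counts ranged from 138 (without hpo RNAi early replicate 3) to 423 (without hpo RNAi early replicate 4) early, from 167 (without hpo RNAi mid replicate 3) to 259 mid, and from 44 (without hpo RNAi late replicate 2) to 74 late. Germ line counts ranged from 4 (without yki RNAi mid replicate 2) to 15 mid, from 4 (without yki RNAi late replicate 3) to 8 late, and from 39 (without yki RNAi mid replicate 2) to 391 (without yki RNAi mid replicate 4) on average. Mid against early in the soma ranged from 110 (without hpo RNAi mid replicate 2) to 426 (without hpo RNAi mid replicate 1) under hpo RNAi and from 33 (without yki RNAi mid replicate 3) to 78 under yki RNAi, and late against mid in yki RNAi soma from 911 (without yki RNAi late replicate 3) to 1659. Late against mid in the germ line ranged from 0 to 3 (without hpo RNAi mid replicate 4) under hpo RNAi and from 0 (without yki RNAi mid replicate 2) to 2 under yki RNAi. Interactions ranged from 36 (without soma hpo RNAi late replicate 2) to 122 (without soma hpo RNAi early replicate 4) with stage in the soma, and from 0 to 1 (without germ line hpo RNAi mid replicate 4) with stage in the germ line. With cell type they ranged from 5 (without soma yki RNAi mid replicate 2) to 45 (without germ line hpo RNAi mid replicate 4) mid and from 1 (without soma yki RNAi late replicate 1) to 15 late. The somatic average, the comparisons of soma with germ line, and late against mid in hpo RNAi soma stayed within 1.5 times in every such fit. A lower count is partly due to fewer libraries; the cause of the higher counts was not tested.

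For hpo, all 7 changes kept their direction and their side of the threshold under DESeq2, RLE size factors, the block and without each library. For yki they did so as well, except that the block left the early soma at a log2 of 1.37 (adjusted p 0.109, against 0.00268 to 0.0194 without 1 library), and that the mid somatic call was lost in 5 fits without 1 library. Of the calls of named genes that were compared, 64 were kept under DESeq2 and that of dachs was lost (log2 3.32, adjusted p 0.124, against 0.0801 to 0.156 without 1 library). Without 1 library, 459 calls of named genes were kept and 63 lost. The report names the genes concerned, and the cause was not tested.

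The 13 tests of lists kept their side of the threshold under RLE size factors, fry, an estimated correlation, the stricter filter and the block. Medians near 0 changed sign. The ecdysone list had 0.0075 for mid against early in hpo RNAi soma under the stricter filter, and -0.0023 for late against mid in germ line yki RNAi under the block, and the Yki targets had 0.0786 in the late germ line under the block. Without 1 library, medians of the Yki targets ranged from -0.0093 to 0.11 in the somatic average, from -0.0897 to 0.156 in the late soma, from -0.123 to 0.0936 in the mid germ line and from -0.22 to 8e-04 in the germ line average. Those of the ecdysone list ranged from -0.1977 to 0.0499 for mid against early in hpo RNAi soma, where the list passed the threshold without hpo RNAi mid replicate 2 (adjusted p 0.0284), and from -0.25 to 0.0874 for late against mid in germ line hpo RNAi. The cause was not tested.

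Depth limits what can be seen of low genes: the smallest library held 15196721 counts after rounding, so that 3 counts in a library, the floor used for bounds, correspond to at most 0.197 CPM.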

Other observations

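The tests in this part were chosen only after the results were seen, except for the test of chromosome arms; the tests of random loss, of fat body cells, of somatic RNA and of the stage of a library were changed after their output was seen, and the condition on genes without a count in the test of somatic RNA was added with those counts known.

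Other splits of the same libraries were counted for every comparison. For 3 against 3 libraries 10 splits exist, so that a share under 0.1 cannot occur and these counts cannot exclude chance. Hpo RNAi against yki RNAi in the mid and late soma and in the mid and late germ line, all 4 comparisons of soma with germ line, all 4 somatic comparisons of stages, and late against mid in germ line yki RNAi each had 1 of 10 splits with as many genes, the real one. In the early soma 2 of 10 splits had as many, and for late against mid in germ line hpo RNAi, where edgeR called 0 genes (658 at an unadjusted p under 0.05, 65 by DESeq2), all 10 had. For the averages over stages, 1 of 100 splits gave as many genes in the soma (highest other 304) and 1 of 100 in the germ line (highest other 15), which argues against chance. For the interaction with stage in the germ line, with 0 genes called by edgeR (358 at an unadjusted p under 0.05, 13 by DESeq2), all 100 splits gave as many.

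The early somatic libraries, grouped as hpo RNAi replicates 1 and 3 with yki RNAi replicate 1 against hpo RNAi replicate 4 with yki RNAi replicates 2 and 3, gave 350 genes, more than the 261 of hpo RNAi against yki RNAi. With the length trend removed this grouping gave 31, and hpo RNAi against yki RNAi 307. The mean correlation of deviation with exon length was 0.42 in the first set and -0.39 in the second, where yki RNAi replicate 3 had only -0.02. The sets also differed in the share of ribosomal RNA genes, with 1.49% to 3.02% of the counts in the first and 5.91% to 8.19% in the second. Across all libraries the correlation reached -0.83 in germ line yki RNAi mid replicate 4. Removing the trend lowered the mean SD of deviation from 0.520 to 0.380 in germ line yki RNAi mid, but the median over libraries only from 0.375 to 0.350. A technical difference along transcript length may therefore account for the early somatic grouping and for part of the spread between replicates, and most of the spread stays unexplained. What produced the length trend stays open, as RNA quality is not in the labels and GC content was not examined; no biological explanation was tested.

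ms(3)76Ba was the only gene with no count in any of the 15 hpo RNAi libraries and a mean of at least 1 CPM in every yki RNAi group, where it had 5255 counts in all. Its lowest count in a yki RNAi library was 11. Of 1677 other genes within 2 times its mean level under yki RNAi, also with at least 1 CPM in every yki RNAi group, 1.01% of the values in hpo RNAi libraries were 0, and at most 3.995% in a library. This argues against random loss, independent between libraries, of a gene at this level; the most for 1 of these genes was 14 of 15 libraries, so that zeros are not spread evenly over genes. A difference in genetic background between the RNAi stocks, carried by both crosses, is a candidate explanation. Of 9622 genes tested in both cell types, 20 were called in both averages, 19 in the same direction, and of 63 germ line calls other than hpo and yki 48 had the same sign in the soma (exact binomial test against equal shares, two-sided p 3.76e-05). That test treats genes as independent, but genes of the same libraries vary together, so its p may be too small. Besides hpo, 18 shared calls had the same direction, and 17 of them lie on the arms X, 2L, 2R, 3L and 3R. No concentration of these 17 on an arm was detected: the smallest adjusted p of Fisher's exact test was 0.684 (2R, 6 genes, 3.49 expected). The other one, CR41509 (FBgn0085792), is annotated as a pseudogene on the Y chromosome and was outside the arm test. It was lower under hpo RNAi in soma (log2 -6.02, adjusted p 0.0151) and germ line (log2 -6.52, adjusted p 0.00672), with 80 counts in all hpo RNAi libraries and 1484 in all yki RNAi libraries. Where its reads come from was not tested. So few genes cannot decide it, and a common response to the pathway in both cell types, which was not tested, and the genotype of the stocks cannot be told apart.

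In germ line hpo RNAi mid replicate 1, 172 genes far higher in the soma stood at a median of 4.70% of their somatic level, against 0.0326% to 1.62% in the other 11 germ line libraries. For each library the genes were those with at least 20 CPM in hpo RNAi mid soma and under 2% of that level in the mean of the remaining germ line libraries. More abundant and less abundant genes gave similar medians (5.15% and 4.10%). Of the 172 genes, however, 18 had no count, where 4.70% of their somatic level predicts at least 21.4 counts each, so that an even share of somatic RNA does not account for all of them. Somatic cells or RNA carried into this sort remain a candidate explanation, for example as a few cells of some somatic types. That and other differences of this library cannot be told apart, since the profile of any carried material is not known, and no biological explanation was tested.

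In soma yki RNAi mid replicate 3, genes that rise from mid to late under hpo RNAi had a median deviation of 0.17 from the other 2 replicates and genes that fall one of -0.16. A later stage of this sample would also make the deviation scale with the size of the change, but with the length trend removed the slope was -0.0546 for rising genes and 0.0355 for falling ones. In soma hpo RNAi mid replicate 2, over the genes that change from mid to late under yki RNAi, the medians were 0.18 and -0.20 and the slopes 0.147 and 0.0883, as a later stage would give. A later stage of that sample is a candidate explanation, found in 1 of 6 libraries looked at, and other differences between sorts were not excluded. For the yki RNAi library a later stage and other differences between sorts cannot be told apart, as 1 library and slopes of opposite sign do not decide it.

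The hemocyte markers Col4a1, vkg, Pxn and Ppn, which other cells also make, had at least 756 CPM in every late somatic library. Hml, NimC1 and eater, the other 3 of the list, reached at most 1.89 CPM in a late somatic library, which argues against hemocytes in the sort as the source. Production of basement membrane by the somatic cells themselves may be the source, a hypothesis that was not tested.

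The yolk protein genes Yp2 and Yp3 were lower under hpo RNAi in the somatic average (log2 fold changes of -6.18, adjusted p 6.32e-06, and -4.20, adjusted p 2.37e-05), and Yp1 (log2 -2.12, adjusted p 0.439) was not called. The size for Yp2 is not exact, as it had no count early under hpo RNAi. Yp3 stood at a mean of 53.7 CPM in yki RNAi soma. Of the 8 fat body markers 7 had a mean under 1 CPM over these libraries (at most 1.52 CPM in the mean of a stage, apolpp late), and the list median was 0.519 CPM, which argues against fat body cells in the yki RNAi sorts; Ilp6, at 189 CPM, is the exception. Expression of the yolk protein genes in the somatic cells that depends on the pathway may explain the difference, a hypothesis that was not tested.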
